A study of Mus musculus with 6 samples.

How the data were processed

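Organoids were grown from mouse esophageal basal cells that had been sorted by their signal for Cyto-ID, a fluorescent dye that stains autophagic vesicles. Sorted cells were positive for integrin-b1, a surface protein of basal cells, and negative for DAPI, which enters dead cells. Per the labels' protocols, sorted cells were grown in Matrigel for 15 days, organoids were dissociated, dead cells were depleted and droplet 3′ libraries with unique molecular identifiers (UMIs) were made with a 10x Genomics kit. The 6 libraries comprised 3 from Cyto-ID Low and 3 from Cyto-ID High founders, with the replicate labels F2, M3 and F6 in each group.

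The authors deposited 1 table per library with a value for each of 32285 genes in each barcode. The deposited values are natural logs of 1 plus the UMI count divided by the cell's total and multiplied by 10000; the labels do not state this unit, which was read from the values. After the log was undone, every cell summed to 10000, and 100% of values were whole multiples of the smallest step of their cell within a tolerance of 1e-06. The UMIs of each cell could therefore be recovered and were used for depth, filters and thinning. The aligner, counting rule, genome build, annotation and cell filter are not stated in the labels, so no coordinates are given, and genes are named by the symbols in the deposited tables. Across all libraries the deposited barcodes held at least 500 UMIs and at most 10.0% mitochondrial UMIs, from the values. Barcode suffixes show that the tables were split from an object that merged several libraries. How reads shared by near-identical genes were counted is also unstated, which leaves the levels of members of gene families such as metallothioneins, carboxylesterases and glutathione S-transferases uncertain.

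Cells with at least 500 detected genes and at most 20% mitochondrial UMIs were kept, which left 25154 of 26808 barcodes. Kept cells were clustered with Seurat 5.3.0 (R 4.3.3) on 2000 variable genes and 30 principal components, with reciprocal principal component integration over the libraries and Louvain clustering at resolution 0.5. A cluster took the name of the marker class with the highest mean log2 fold against all other cells (10 CPM added to both), over markers with a mean of at least 5 CPM. It stayed unnamed where no class was above 0, where its cells' median UMI number was under 0.33 of that of their library with no marker of the class among its 10 leading genes, or where another class had more markers among those genes. The marker genes were fixed before the data were examined and the scoring rule afterwards, so the share of unnamed cells is given per group. Scrublet, run per library in scanpy 1.11.5, marked between 0 and 0.338% of cells as doublets, too few to rely on. Whether the caller failed or doublets had been removed before deposit was not tested, and the labels do not state such a removal. The main analysis removed no doublets, and an alternative left out the 5% of cells with the highest scores in each library. Cell-cycle phases were scored in scanpy with 43 S phase and 54 G2M genes after each cell was thinned to 1000 UMIs, and shallower cells were left out.

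For gene tests, the CPM of each gene was averaged over the cells of a library, divided by TMM factors (trimmed mean of M values, with 30% of log ratios and 5% of levels trimmed at each end) and analysed as log2(CPM + 1). Genes with at least 1 CPM in at least 3 libraries entered. Groups were compared with limma 3.58.1, with a mean-variance trend in the empirical Bayes step, as Cyto-ID High minus Cyto-ID Low without a replicate block, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of low genes. The plan written before the data were examined named a count test on summed UMIs. Because the deposited unit is a log scale, limma was used instead of edgeR, although the recovered UMIs would have allowed a count test. DESeq2, planned as an alternative, was not run. A class entered with at least 50 cells per library. Gene lists were tested with limma's camera on the same log values at its preset correlation of 0.01, adjusted over the 8 lists. Single values per library were compared with a two-sided exact permutation test of the difference in means, which cannot go under 0.10 for 3 against 3, and for pairs with an exact sign-flip test, which cannot go under 0.25. Shares of cells carry Wilson 95% intervals, whose half-width was at most 1.86 percentage points; they cover counting error only.

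The replicate labels come from the sample titles, and whether they pair the libraries was checked in the values. Deviations from the group means, across genes with a mean of at least 5 CPM, correlated between same-labelled libraries at 0.76 for F2, 0.57 for M3 and 0.14 for F6 over all cells. The Cyto-ID Low F2 library also correlated with the Cyto-ID High F6 library, at 0.17 over all cells and 0.25 within basal-like cells, above the same-labelled F6 values of 0.14 in both, so the pair F6 rests on its label more than on these values. Correlations across genes describe these libraries, since genes are not independent replicates. Within proliferating-like cells the correlation for F6 was 0.089. Xist was at 468 and 631 CPM in the F2 libraries, 402.5 and 654 CPM in the F6 libraries and 0.06 and 0.13 CPM in the M3 libraries (Cyto-ID Low given first), while Ddx3y was at 33.7 and 24.3 CPM in the M3 libraries and 0 in the other libraries. Eif2s3y and Kdm5d followed the pattern of Ddx3y, as did Uty apart from 0.05 CPM in the Cyto-ID High F2 library. These genes do not tell F2 from F6. With every same-labelled correlation over all cells above 0.1, the labels were treated as pairs in an alternative fit with a replicate block.

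In each gene test the text names up to 5 genes in each direction, those with the largest log2 fold change. They were taken from genes past the threshold with a mean of at least 10 CPM and the same direction in all 3 pairs. Where no gene qualified in a direction, the 3 genes with the smallest p at a mean of at least 10 CPM are named. These are given as not past the threshold. A fixed set of keratin, cell-cycle, autophagy, CDK inhibitor and sex-linked genes is named in all cells whatever its values. A list of 20 genes tested for dissociation stress had a mean log2 change of -0.0069 in all cells (camera p 0.808) and -0.024 in basal-like cells (camera p 0.926).

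The gene test was tested on simulated data built from the means and spreads of the real libraries, with 200 changed genes. These were drawn from genes with a mean level above about 10 CPM, so recovery of lower genes was not tested. Over all cells (11645 genes), the gene test recovered 37% of genes changed by 1 on the log2 scale. It recovered 97% of those changed by 2, with 0 false calls. The fit with the replicate block recovered 92% and 100%, with 13 false calls. Within basal-like cells (11612 genes) the recovery was 39% and 99% with 0 false calls, and with the block 89% and 100% with 23 false calls. Within proliferating-like cells (11656 genes) it was 32% and 100% with 4 false calls, and with the block 77% and 100% with 19. Within suprabasal-like cells (10964 genes) it was 17% and 97% with 1 false call, and with the block 86% and 100% with 18. The camera step called 20 of 20 simulated lists shifted by 0.5 and 0 of 20 unshifted lists, with genes simulated as independent of each other.

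Alternatives fixed before the data were examined were the replicate block, another scaling (median of ratios), no filter on low values, all deposited barcodes, a stricter cell filter (at least 1000 genes and at most 10% mitochondrial UMIs), removal of high doublet scores, thinned cells, clusters without integration or at resolutions of 0.3 and 1.0, other list tests (fry, and camera with an estimated correlation) and each library left out. Added afterwards were recovered UMIs summed per library, pseudocounts of 0.1 and 10 CPM, plain CPM without TMM factors, both scalings for the gene lists and clusters drawn from the 1289 variable genes left after removing those with an unadjusted p under 0.05 in the blocked all-cell fit.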

Results

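Single-cell transcriptomes were collected from organoids of mouse esophageal epithelium to ask whether the Cyto-ID state of the basal cells that founded an organoid was followed by differences in the cells the organoid contained. Cyto-ID stains autophagic vesicles, and the series' title links a high content of these vesicles to limited proliferation and to self-renewal. The comparison was between 3 libraries of organoids founded by Cyto-ID Low cells and 3 founded by Cyto-ID High cells, each group with replicates F2, M3 and F6, all collected after 15 days. The libraries held 153700756 UMIs in 26808 barcodes. Depth differed widely between libraries. The Cyto-ID Low libraries held 32657919 (F2), 39689507 (M3) and 8457489 (F6) UMIs, and the Cyto-ID High libraries held 48957523 (F2), 13449752 (M3) and 10488566 (F6).

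After filtering, 3547, 5617 and 2667 cells were kept in the Cyto-ID Low libraries F2, M3 and F6, and 4356, 4483 and 4484 in the Cyto-ID High libraries. The median number of UMIs per kept cell was 7789, 6080 and 2716 in the Cyto-ID Low libraries and 10038, 2357 and 1940.5 in the Cyto-ID High libraries, in the same order. The group means of these medians were 5528 ± 2581 and 4779 ± 4560 (SD, n = 3), a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.80). Its direction was not shared by the pairs, because the Cyto-ID High library was the deeper one in pair F2 and the shallower one in pairs M3 and F6. Without the Cyto-ID High replicate F2, the difference grew from -750 to -3380 UMIs, and without the Cyto-ID High replicate F6 it was 669 UMIs in the other direction.

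Clustering of the kept cells gave 10 clusters. Of these, 3 were basal-like, 2 proliferating-like, 2 suprabasal-like and 1 superficial-like by markers fixed in advance, and 2 stayed unnamed. The largest basal-like cluster (5453 cells) was led by Tmem176b, Tmem176a and Btn1a1, another (2366 cells) by U90926, Wfdc18 and Tnc, and the other (2333 cells) by Igfbp2, Adh7 and Mt3, with the metallothioneins Mt2 and Mt4 also among its 10 leading genes. The proliferating-like clusters were led by Birc5, Hist1h1b and Top2a (2467 cells) and by Mcm3, Mcm5 and Uhrf1 (1065 cells). The suprabasal-like clusters were led by Il33, Aldh1a7 and Aldh1a3 (3508 cells) and by Calm4, Sprr1b and Krtdap (1816 cells), and the superficial-like cluster by Sprr2f, Tspan1 and Duoxa2 (2559 cells), with the interferon-induced Ifit1bl1 among its 10 leading genes. The unnamed clusters were led by Krt12, S100a9 and Alox15 (3253 cells) and by Ifit3b, Ifit1bl1 and Ifit3 (334 cells, with 0.254 of the median UMI number of their libraries).

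Proliferating-like cells made up 10.2%, 11.7% and 9.37% of the Cyto-ID Low libraries F2, M3 and F6, and 14.8%, 14.7% and 21.4% of the Cyto-ID High libraries. The means were 10.4% ± 1.17 and 16.96% ± 3.84 (SD, n = 3). The groups did not overlap, and the share was higher in the Cyto-ID High library of 3 of 3 pairs, but the exact permutation test gave p = 0.10, the smallest value that 3 libraries against 3 allow. Without the Cyto-ID High replicate F6 the difference of 6.52 percentage points was 4.31. The stricter cell filter moved it most, to 15.7 percentage points. That filter kept 93.9%, 40.7% and 19.1% of the barcodes of the Cyto-ID High libraries F2, M3 and F6. When clusters were drawn without the genes that differed between the groups, an alternative chosen after the data were seen, the means were 10.2% ± 1.07 and 16.5% ± 3.61 (SD, n = 3; exact permutation test, p = 0.10).

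At a Louvain resolution of 0.5 the other classes did not separate the groups. Basal-like cells made up 40.6% ± 0.414 of Cyto-ID Low and 40.1% ± 3.08 of Cyto-ID High libraries (SD, n = 3; exact permutation test, p = 0.70), and without the Cyto-ID High replicate M3 the difference changed sign, to 1.00 percentage point. Suprabasal-like cells made up 20.1% ± 3.27 and 22.7% ± 2.71 (SD, n = 3; exact permutation test, p = 0.30), and the difference of 2.59 percentage points was 1.33 without the Cyto-ID High replicate M3 and 4.47 without the Cyto-ID Low replicate F6. At a resolution of 0.3 the cluster led by Il33 stayed unnamed and the class held the cluster led by Calm4 alone. Its share was then 2.83% ± 1.25 and 12.2% ± 2.79, higher in 3 of 3 pairs (SD, n = 3; exact permutation test, p = 0.10, the smallest possible). Superficial-like cells made up 13.4% ± 5.51 and 8.01% ± 3.91 (SD, n = 3; exact permutation test, p = 0.30), with a lower share in the Cyto-ID High library in pairs F2 and F6 and a higher share in pair M3. Without the Cyto-ID Low replicate F2 the superficial-like difference shrank from -5.43 to -2.46 percentage points. The basal-like and suprabasal-like classes each hold a cluster led by genes that differed between the groups. With clusters drawn without those genes, basal-like cells made up 42.1% ± 0.668 and 43.6% ± 3.49 (SD, n = 3; exact permutation test, p = 0.80) and suprabasal-like cells 16.1% ± 4.09 and 17.3% ± 4.15 (SD, n = 3; exact permutation test, p = 0.70). Unnamed cells made up 15.5% ± 5.08 and 12.2% ± 1.49 (SD, n = 3; exact permutation test, p = 0.40).

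With every cell thinned to 1000 UMIs, cells scored as G2M made up 8.75%, 12.2% and 7.54% of the Cyto-ID Low libraries F2, M3 and F6 and 13.0%, 16.8% and 16.1% of the Cyto-ID High libraries. The means were 9.49% ± 2.39 and 15.3% ± 2.05 (SD, n = 3). The G1 share was 68.2% ± 1.82 and 60.7% ± 4.04 (SD, n = 3). Both differences were beyond the range of the other group and in the same direction in 3 of 3 pairs, with p = 0.10 in the exact permutation test, the smallest it can give here. The S share was 22.3% ± 0.725 and 24.0% ± 2.62 (SD, n = 3; exact permutation test, p = 0.40). Thinning left out 17, 42 and 56 cells of the Cyto-ID Low and 10, 115 and 107 cells of the Cyto-ID High libraries F2, M3 and F6. Without thinning the G2M means were 6.05% ± 2.40 and 12.7% ± 2.27, the G1 means 79.8% ± 1.96 and 68.3% ± 8.53 and the S means 14.2% ± 3.15 and 19.0% ± 6.37 (SD, n = 3). With thinning, the S difference of 1.69 percentage points shrank to 0.20 without the Cyto-ID High replicate F6. Phase scores also read RNA free in the droplets, whose amount was not measured.

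**Figure D1:**
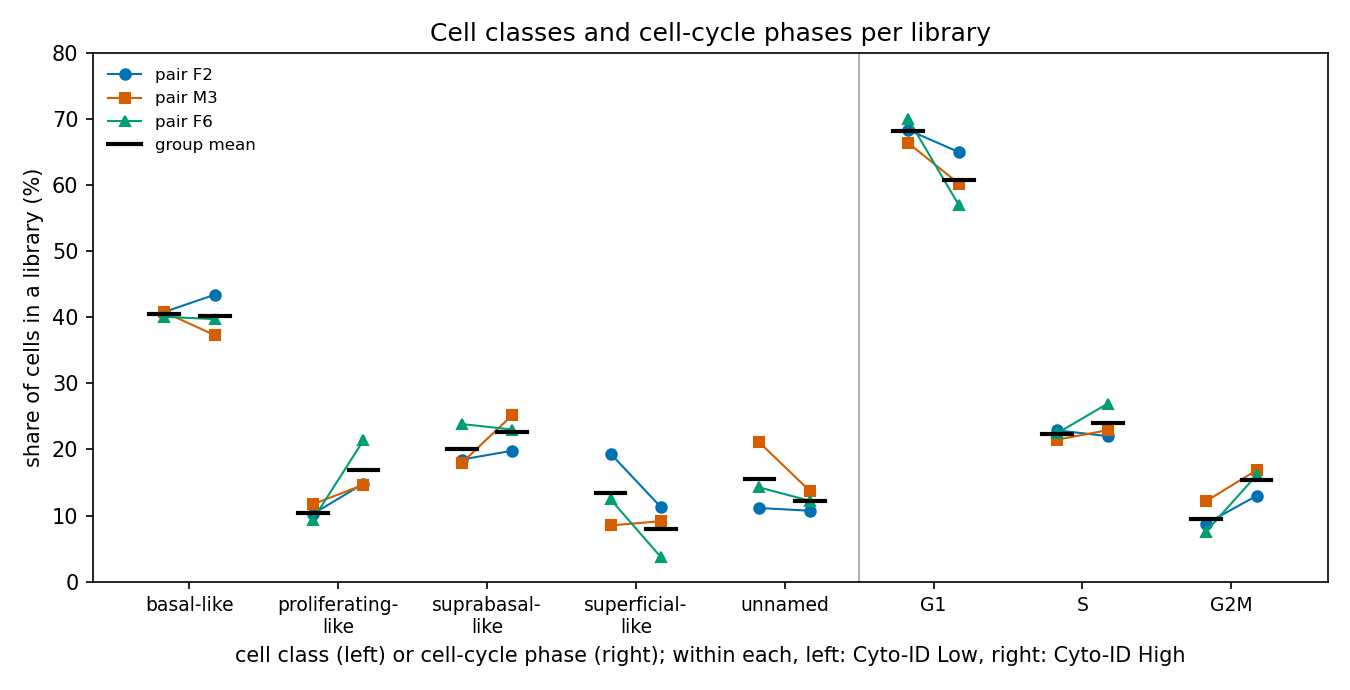
Share of the cells of each library (vertical axis, percent) in each cell class and in each cell-cycle phase after thinning to 1000 UMIs (horizontal axis). Within each category the Cyto-ID Low libraries are on the left and the Cyto-ID High libraries on the right, lines join libraries with the same replicate label and black bars are group means; the proliferating-like mean was 10.4% against 16.96% and the G2M mean 9.49% against 15.3%.

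In the test of 11645 genes over all cells, 19 genes passed an adjusted p of 0.05 (limma, Benjamini-Hochberg), all 19 higher in Cyto-ID High and 0 lower, and 941 genes had an unadjusted p under 0.05. With the replicate label as a block, 64 genes passed, 59 higher and 5 lower, and these included 18 of the 19. Leaving out each library in turn gave between 6 genes (without the Cyto-ID High replicate F6) and 17 genes (without the Cyto-ID Low replicate M3). Testing all 20465 genes with any UMI gave 0 genes, with 1355 at an unadjusted p under 0.05.

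The largest increases were in Mt4, Mt3, Krtdap, Calm4 and Ces1h. Mt4, a metallothionein, was at 12.6 ± 15.5 CPM in Cyto-ID Low and 553 ± 113 CPM in Cyto-ID High (SD, n = 3), a log2 fold change of 6.32 ± 0.82 (SE; limma adjusted p = 0.029). Mt3 was at 0.746 ± 0.859 and 33.5 ± 8.51 CPM (log2 fold change 4.48 ± 0.34, limma adjusted p = 0.0026), and the Cyto-ID Low F6 library had none. Krtdap, a gene of differentiating keratinocytes, was at 62.0 ± 34.3 and 1047 ± 396 CPM (4.27 ± 0.43, limma adjusted p = 0.0080). Calm4 was at 3.15 ± 2.09 and 56.1 ± 23.7 CPM (3.98 ± 0.45, limma adjusted p = 0.018), and Ces1h at 4.33 ± 2.86 and 47.4 ± 1.78 CPM (3.49 ± 0.41, limma adjusted p = 0.018). Each rose in 3 of 3 pairs. When single libraries were left out, Mt4 lost its call without the Cyto-ID High replicate F2, the Cyto-ID Low replicate M3 or the Cyto-ID High replicate F6 (adjusted p 0.091, 0.055 and 0.18). Krtdap lost its call without the Cyto-ID Low replicate F6 (adjusted p 0.050, log2 fold change 3.85), Calm4 without either F6 library (0.052 and 0.14) and Ces1h without the Cyto-ID High replicate F2 or F6 (0.067 and 0.14). Mt3 stayed past the threshold in all 6 of these fits. With a pseudocount of 0.1 CPM the adjusted p was 0.067 for Mt4 and 0.060 for Mt3, Calm4 and Ces1h, and Krtdap kept its call (0.014). With no filter on low values all 5 genes lost their calls (0.29, 0.10, 0.14, 0.24 and 0.24 in the order named above), and with summed UMIs Mt4 did (0.062).

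No gene was lower past the threshold. Among lower genes with a mean of at least 10 CPM, the 3 with the smallest p were Alox15, Casp4 and Wfdc12. Alox15 was at 327 ± 24.4 CPM in Cyto-ID Low and 127 ± 8.74 CPM in Cyto-ID High (SD, n = 3; limma adjusted p = 0.079), Casp4 at 18.9 ± 3.16 and 7.09 ± 3.70 CPM (limma adjusted p = 0.19) and Wfdc12 at 32.4 ± 19.99 and 6.39 ± 5.06 CPM (limma adjusted p = 0.24). With the replicate block their adjusted p values were 0.0498, 0.042 and 0.0060.

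**Figure D2:**
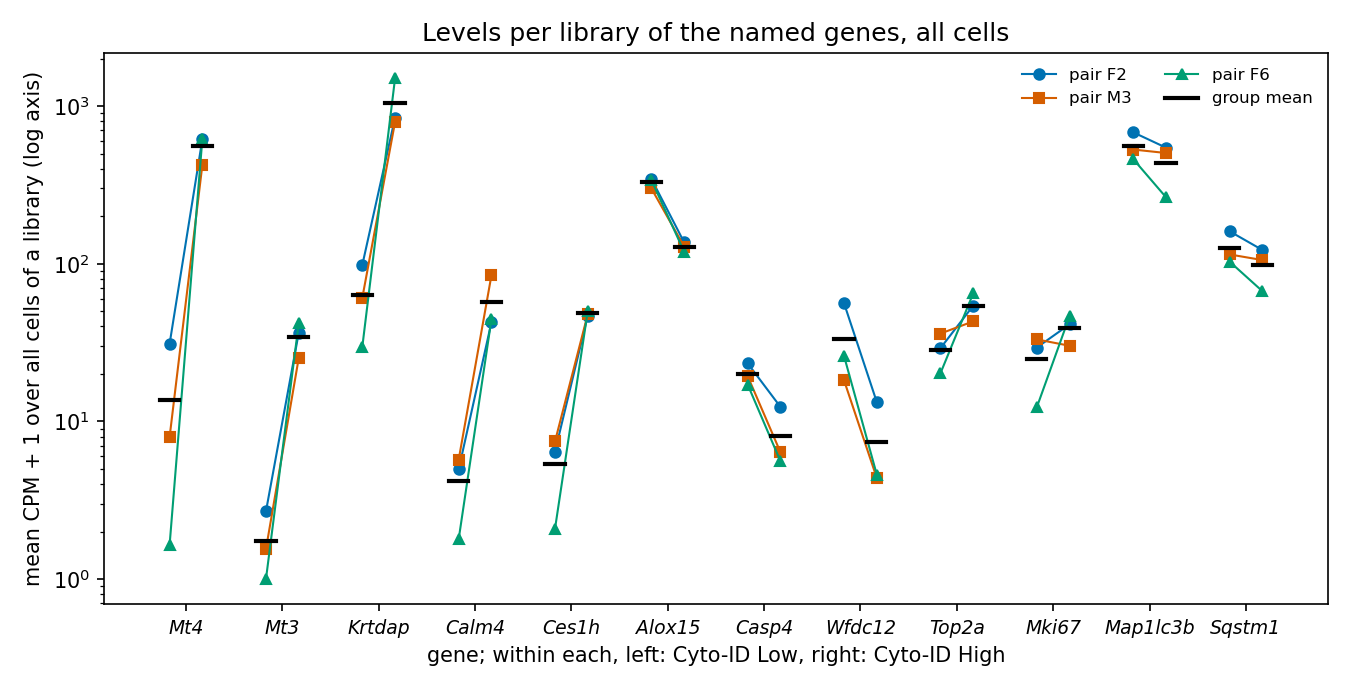
Mean CPM + 1 over all cells of each library (vertical log axis) for the genes named by rule in the test of all cells and for Top2a, Mki67, Map1lc3b and Sqstm1 (horizontal axis). Within each gene the Cyto-ID Low libraries are on the left and the Cyto-ID High libraries on the right, lines join libraries with the same replicate label and black bars are group means; Mt4 had means of 12.6 and 553 CPM, and Map1lc3b had means of 557 and 437 CPM.

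Within basal-like cells, 29 of 11612 genes passed the threshold (limma, Benjamini-Hochberg), all higher in Cyto-ID High, and 117 passed with the replicate block (97 higher and 20 lower). Leaving out each library gave between 5 genes (without the Cyto-ID Low replicate F6) and 42 genes (without the Cyto-ID High replicate M3). Those 42 were 32 higher and 10 lower. The largest increases were in Mt4 (6.12 ± 8.05 to 431 ± 121 CPM), Krtdap (20.2 ± 16.2 to 557 ± 271 CPM), Mt3 (0.869 ± 0.899 to 42.9 ± 8.22 CPM), Capns2 (3.68 ± 2.82 to 50.0 ± 14.6 CPM) and Ces1h (4.86 ± 2.86 to 58.6 ± 5.62 CPM; SD, n = 3), with limma adjusted p values of 0.0045, 0.0046, 0.0018, 0.0068 and 0.0045. Krtdap lost its call without the Cyto-ID Low replicate F6 (adjusted p 0.059) and Capns2 without the Cyto-ID High replicate F2 (adjusted p 0.063). Mt4, Mt3 and Ces1h were also among the 10 leading genes of 1 of the 3 clusters joined in this class. No lower gene passed the threshold. Those with the smallest p at a mean of at least 10 CPM were Casp4 (21 ± 2.20 to 7.58 ± 3.08 CPM), Alox15 (45.0 ± 14.8 to 14.1 ± 7.28 CPM) and Nlrp10 (80.4 ± 18.2 to 27.9 ± 14.8 CPM). Their limma adjusted p values were 0.12, 0.13 and 0.14, and 0.029, 0.0081 and 0.013 with the replicate block. All 5 of the increases lost their calls with no filter on low values (adjusted p 0.063 to 0.15). When cells were clustered without integration over libraries, 0 genes passed and 296 had an unadjusted p under 0.05. In that clustering 5.53% of the Cyto-ID High F6 library was basal-like and 73.8% was unnamed.

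Within proliferating-like cells, 16 of 11656 genes passed (limma, Benjamini-Hochberg), 15 higher and 1 lower in Cyto-ID High, and 29 passed with the replicate block (24 higher and 5 lower). Leaving out each library gave between 4 genes (without the Cyto-ID Low replicate F6) and 50 genes (without the Cyto-ID High replicate M3). Those 50 were 26 higher and 24 lower, so the mostly upward split did not hold in that fit. The largest increases were in Mt4 (6.22 ± 9.23 to 331 ± 158 CPM), Mt3 (0.829 ± 0.735 to 40.4 ± 17.9 CPM), Krtdap (36.4 ± 28.3 to 571 ± 343 CPM), Ces1h (3.87 ± 2.23 to 56.2 ± 7.72 CPM) and Gsta2 (1.72 ± 1.07 to 26.9 ± 7.23 CPM; SD, n = 3), with limma adjusted p values of 0.0062, 0.0017, 0.011, 0.0018 and 0.0048. Arg1 fell from 423 ± 113 to 86.4 ± 16.5 CPM (SD, n = 3), a log2 fold change of -2.07 ± 0.26 (SE; limma adjusted p = 0.0080). Without the Cyto-ID High replicate F2 the adjusted p was 0.051 for Mt4, 0.069 for Krtdap and 0.062 for Arg1, and without the Cyto-ID Low replicate F6 it was 0.055, 0.21 and 0.11. All 6 named genes lost their calls with no filter on low values (adjusted p 0.062 to 0.20), Mt3 did with thinned cells (0.074) and Mt4 with a pseudocount of 0.1 CPM (0.098).

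Within suprabasal-like cells, 39 of 10964 genes passed (limma, Benjamini-Hochberg), 36 higher and 3 lower in Cyto-ID High, and 320 passed with the replicate block (212 higher and 108 lower). This count rested on single libraries. Without the Cyto-ID High replicate F2 it was 0, with 1344 genes at an unadjusted p under 0.05. Without the Cyto-ID High replicate F6 it was also 0, with 910 such genes. Without the Cyto-ID High replicate M3 it was 118, with 76 higher and 42 lower. Without the Cyto-ID Low replicates F6 and F2 it was 3 and 17, with 0 lower in either fit. Louvain resolution changed which cells formed the class. The count was 3 at a resolution of 0.3 (0 higher and 3 lower, 1 of them among the 39). At a resolution of 1.0 it was 148 (94 higher and 54 lower), so the split between directions also moved. The largest increases were in Mt4 (49.6 ± 58.8 to 1391 ± 271 CPM), Mt3 (1.57 ± 2.44 to 41.4 ± 16.5 CPM), Calm4 (14.4 ± 10.7 to 212 ± 72.8 CPM), Gm94 (27.8 ± 29.3 to 343 ± 177 CPM) and Krtdap (234 ± 144 to 2951 ± 788 CPM; SD, n = 3), with limma adjusted p values of 0.043, 0.015, 0.028, 0.046 and 0.015. The genes lower past the threshold were Krt20 (878 ± 167 to 231 ± 67.8 CPM), 1700066B19Rik (21.1 ± 3.82 to 5.84 ± 1.19 CPM) and Alox15 (888 ± 59.5 to 290 ± 20.9 CPM; SD, n = 3), with limma adjusted p values of 0.046, 0.043 and 0.046. Each of these 8 genes lost its call without the Cyto-ID High replicate F2, without the Cyto-ID High replicate F6, with no filter on low values and without integration. All but Mt4 also lost it without the Cyto-ID Low replicate F6, Krt20, 1700066B19Rik and Alox15 without the Cyto-ID Low replicate F2, and Gm94, Krt20 and Alox15 without the Cyto-ID Low replicate M3. All but Krtdap lost it with a pseudocount of 0.1 CPM, and all but Alox15 at a resolution of 0.3. Gm94, Krt20, 1700066B19Rik and Alox15 lost it under the stricter cell filter, 1700066B19Rik with thinned cells and Gm94 with summed UMIs. Mt4, Calm4, Gm94 and Krtdap were among the 10 leading genes of 1 of the 2 clusters joined in this class, and Krt20 and Alox15 among those of the other.

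None of the genes named in advance differed past the threshold over all cells (limma, adjusted p between 0.30 and 0.99). Of the proliferation markers, Top2a was at 27.5 ± 7.96 CPM in Cyto-ID Low and 53.0 ± 10.9 CPM in Cyto-ID High, higher in 3 of 3 pairs, and Mki67 at 23.9 ± 11.1 and 38.3 ± 8.32 CPM (SD, n = 3). In pair M3 the CPM of Mki67 was 32.1 in Cyto-ID Low and 29.2 in Cyto-ID High, and the direction of that pair flipped with TMM scaling, to a log2 change of 0.12. Among basal and progenitor markers, Krt5 was at 3452 ± 532 and 3283 ± 322 CPM, Krt14 at 9558 ± 3010 and 10690 ± 4697 CPM, Krt15 at 453 ± 238 and 293 ± 272 CPM, Trp63 at 56.4 ± 17.2 and 76.8 ± 21.02 CPM and Sox2 at 86.5 ± 6.20 and 64.1 ± 10.3 CPM (SD, n = 3). The fitted log2 fold change of Krt5, 0.05 with TMM factors, was -0.07 on plain CPM. Among suprabasal keratins, Krt4 was at 607 ± 95.8 and 552 ± 411 CPM and Krt13 at 4962 ± 870.5 and 3932 ± 2323 CPM (SD, n = 3). Among autophagy genes, Map1lc3b was at 557 ± 113 and 437 ± 152 CPM, Sqstm1 at 125 ± 30.4 and 97.3 ± 28.3 CPM, Becn1 at 43.2 ± 3.62 and 44.6 ± 5.81 CPM, Atg5 at 48.1 ± 0.625 and 41.9 ± 14.2 CPM and Atg7 at 7.92 ± 0.312 and 8.07 ± 0.868 CPM (SD, n = 3). Among CDK inhibitors, Cdkn1a was at 209 ± 43.7 and 233 ± 23.4 CPM, Cdkn1b at 54.1 ± 6.08 and 35.7 ± 11.3 CPM and Cdkn1c at 3.66 ± 1.84 and 3.30 ± 1.45 CPM (SD, n = 3).

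Lists of genes fixed before the data were examined were tested next, over all cells. The 54 G2M genes had a mean log2 fold change of 0.63 (51 genes higher, camera adjusted p = 3.79e-16) and the 43 S phase genes 0.45 (39 higher, adjusted p = 1.46e-12), both higher in 3 of 3 pairs. The 45 autophagy genes had a mean log2 fold change of -0.14 (33 genes lower, camera adjusted p = 0.020), with -0.10 in pair F2, -0.02 in pair M3 and -0.30 in pair F6. The 31 lysosome genes had a mean of -0.16 (24 lower, camera adjusted p = 0.024), with -0.08 in pair F2, 0.05 in pair M3 and -0.45 in pair F6. These camera calls assume little correlation between the genes of a list, and none of them held under fry (adjusted p 0.21 to 0.36 for the 4 lists) or under camera with an estimated correlation (adjusted p 0.42 for each). The autophagy list lost its camera call without the Cyto-ID Low replicate M3 (adjusted p 0.060) or the Cyto-ID High replicate F6 (adjusted p 0.16, mean -0.07). The lysosome list lost its call without the Cyto-ID Low replicate M3 or F6 or the Cyto-ID High replicate F6 (adjusted p 0.065, 0.14 and 0.20). Within basal-like cells alone the autophagy mean was -0.07 (camera adjusted p = 0.20). The lysosome (-0.15, adjusted p = 0.029), S phase (0.30, adjusted p = 8.22e-05) and G2M (0.52, adjusted p = 5.36e-07) lists kept their camera calls there. Neither fry nor camera with an estimated correlation was run on these lists within basal-like cells. Top2a was at 5.45 CPM in Cyto-ID Low and 9.96 CPM in Cyto-ID High basal-like cells, against 223 and 276 CPM in proliferating-like cells. Free RNA and cells placed in the wrong class were not tested as sources of these S phase and G2M calls.

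The differentiation list (30 genes) had a mean log2 fold change of 0.40 and a median of 0.16 (camera adjusted p = 0.055), higher in 3 of 3 pairs. It passed the threshold within basal-like cells (mean 0.64, camera adjusted p = 6.75e-05) and with thinned cells (0.42, adjusted p = 0.018). The CDK inhibitor list (8 genes, mean 0.29, adjusted p = 0.17), the basal list (15 genes, -0.15, adjusted p = 0.19) and the progenitor list (14 genes, -0.18, adjusted p = 0.17) did not pass. Each of these 4 lists crossed the threshold when certain single libraries were left out. The basal list did so without the Cyto-ID High replicate F2 (adjusted p 0.043, mean -0.28), as did the progenitor list (0.032, mean -0.31), and the CDK inhibitor list without the Cyto-ID High replicate F6 (0.043, mean 0.40). The differentiation list did so without either F2 library (0.037 and 0.011) and without the Cyto-ID Low replicate F6 (0.0027, mean 0.44). Adjusted over the list alone, 5 differentiation genes and 1 CDK inhibitor gene passed 0.05 in limma, against 2 and 0 when adjusted over all genes tested, and 0 genes passed either way in the other 6 lists. With the replicate block, the counts adjusted over the list alone were 8 differentiation genes, 2 CDK inhibitor genes, 3 S phase genes, 1 progenitor gene and 0 in the other 4 lists.

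**Figure D3:**
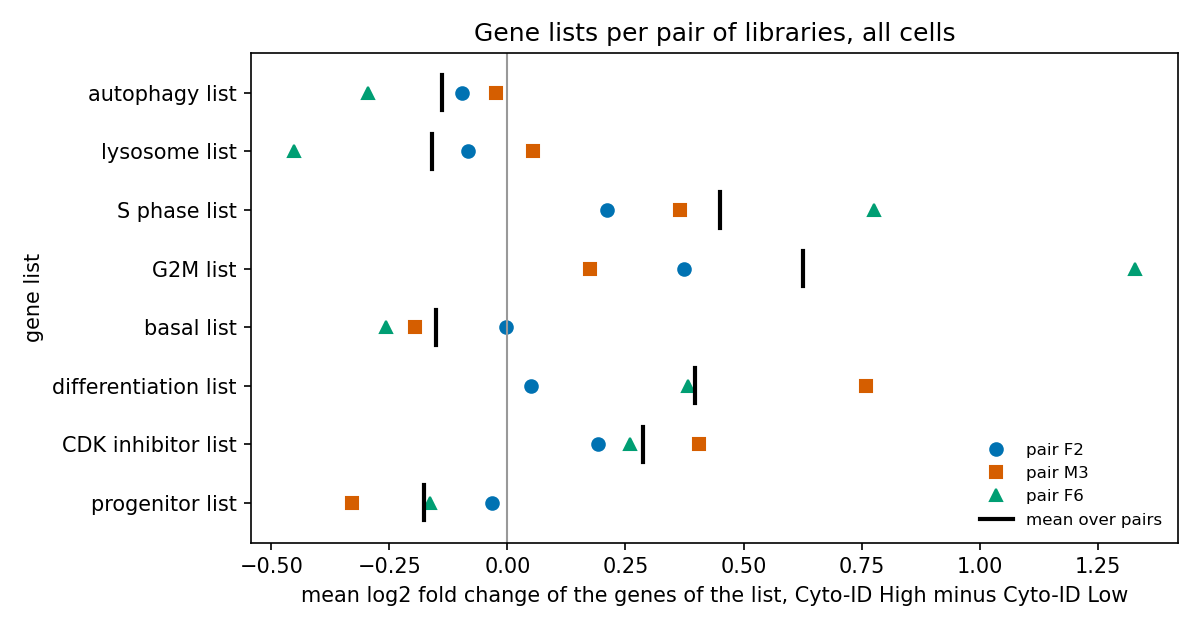
Mean log2 fold change of the genes of each list, Cyto-ID High minus Cyto-ID Low over all cells (horizontal axis), for each list fixed in advance (vertical axis). Coloured points are the 3 pairs of libraries and black bars the mean over pairs; the G2M list had the largest mean, 0.63, and the lysosome list had pairs on both sides of 0.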

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

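Recovered UMIs summed per library, the pseudocounts of 0.1 and 10 CPM, plain CPM, the scalings of the gene lists and the clusters drawn without the genes that differed were chosen after the data were seen. DESeq2, planned as an alternative to the gene test, was not run. The deposited unit is a log scale, but the recovered UMIs would have allowed a count test.

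The counts of genes past the adjusted threshold (limma) moved with several choices, and 29 of 50 counts under alternatives other than leaving out a library stayed within 1.5 times of the reported count. The replicate block gave 64 genes in place of 19 over all cells, 117 in place of 29 in basal-like cells, 29 in place of 16 in proliferating-like cells and 320 in place of 39 in suprabasal-like cells. It recovered more of the simulated changes and made more false calls. In camera it changed no call of a list fixed in advance. Among the lists written afterwards it gave the hypoxia list in proliferating-like cells an adjusted p of 0.0221 in place of 0.0548, and the counts adjusted over a list alone rose from 0 to 3 for S phase, 0 to 1 for progenitor, 5 to 8 for differentiation and 1 to 2 for CDK inhibitor genes. With no filter on low values all 4 counts were 0, with 1355, 1127, 1087 and 1634 genes at an unadjusted p under 0.05. More genes were tested, but p values also rose, for Mt3 over all cells from 4.39e-07 to 2.04e-05, so the number of tests alone does not account for the loss. A pseudocount of 0.1 CPM gave 5 genes over all cells, 19 in basal-like, 10 in proliferating-like and 2 in suprabasal-like cells. The stricter cell filter gave 15 genes in basal-like and 18 in suprabasal-like cells. Thinned cells gave 8 genes in proliferating-like cells. Clusters without integration gave 0 genes in basal-like cells, 10 in proliferating-like cells and 0 in suprabasal-like cells, with 296, 716 and 1217 genes at an unadjusted p under 0.05. In suprabasal-like cells a resolution of 0.3 gave 3 genes, a resolution of 1.0 gave 148 and summed UMIs gave 61. The cause of these moves was not tested. On plain CPM the proliferating-like count stayed at 16, split into 13 higher and 3 lower in place of 15 and 1. Plain CPM moved the median log2 fold change of all genes to -0.15 in basal-like and -0.14 in proliferating-like cells, from 0.00 and 0.02.

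With each library left out, the counts ranged from 6 to 17 over all cells, 5 to 42 in basal-like, 4 to 50 in proliferating-like and 0 to 118 in suprabasal-like cells. The difference in median UMIs per cell ranged from -3380 to 669.2. The difference in the basal-like share ranged from -2.05 to 1.00 percentage points.

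The mean changes of the lists kept their sign under every alternative that can move a mean, which the replicate block, fry and an estimated correlation cannot. Mean and median parted in sign without the Cyto-ID High replicate M3 for the progenitor list (median 0.03, where camera also pointed up) and the CDK inhibitor list (median -0.0052), and without the Cyto-ID High replicate F6 for the differentiation list (median -0.06). Under fry the adjusted p was 0.322 for the autophagy list (mean -0.14), 0.361 for the lysosome list (-0.16), 0.206 for the S phase list (0.45) and 0.322 for the G2M list (0.63), and with an estimated correlation it was 0.42 for each; the cause was not tested, though both take correlation between genes from the data. On plain CPM, which moved the median of all genes to -0.097 over all cells, the autophagy mean was -0.25 (5 of 45 genes higher, adjusted p 0.0113) and the lysosome mean -0.27 (3 of 31 higher, adjusted p 0.0113). In basal-like cells alone the autophagy mean was -0.067 (adjusted p 0.199). The differentiation list passed the threshold in basal-like cells (0.64), with thinned cells (0.42) and on plain CPM (0.29), where the adjusted p was 0.0113. With each library left out, the mean ranged from -0.19 to -0.074 for the autophagy list, -0.25 to -0.082 for the lysosome list, 0.31 to 0.54 for the S phase list and 0.38 to 0.84 for the G2M list. It ranged from -0.28 to -0.059 for the basal list, 0.21 to 0.50 for the differentiation list, 0.16 to 0.40 for the CDK inhibitor list and -0.31 to -0.050 for the progenitor list.

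The replicate block cannot move the difference in a share and is left out here. Under the other alternatives, apart from leaving out a library, the shares of classes changed direction in 2 cases. The basal-like difference was 1.46 percentage points with clusters drawn without the genes that differed, and the suprabasal-like difference was -5.12 without integration, where 73.8% of the Cyto-ID High F6 library was unnamed, 1.03% suprabasal-like and 5.53% basal-like. In that clustering 2 unnamed clusters held 41.5% and 31.9% of that library and at most 1.24% of any other. The cause of the change of sign in the basal-like share was not tested. The phase differences kept their direction under each of 5 alternatives and in 18 of 18 values with a library left out.

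For single genes, 483 of 561 alternative values kept direction and side of the threshold, 64 lost a call, 6 gained one and 8 changed sign. All 8 were small changes in genes that no fit called. The fitted log2 change of Atg7 was -0.047 under the stricter cell filter and -0.082 with thinned cells. That of Cdkn1c was 0.21 and 0.089 under those settings and 0.094 with summed UMIs. That of Krt5 was -0.022 under the stricter filter and -0.066 on plain CPM, and that of Krt4 was 0.035 under the stricter filter; the cause was not tested. With each library left out, changes ranged from -0.27 to 0.27 for Cdkn1c, -0.062 to 0.15 for Krt5, -0.87 to 0.19 for Krt4, -0.43 to 0.046 for Atg5 and -0.15 to 0.49 for Krt14.

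Depth limits what the shallow libraries can show. The median number of genes per kept cell was 951 and 775 in the Cyto-ID High libraries M3 and F6 and 2607.5 in F2, so the stricter filter, which kept 40.7%, 19.1% and 93.9% of their barcodes, selects cells as well as quality.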

Other observations

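The tests of free RNA and of depth as a source of the larger basal-like cluster, the clusters drawn without the genes that differed, the tests between classes and the counts over clusters were chosen only after the results they address were seen. The lists of NRF2, ATF4, interferon and hypoxia genes were written after single genes of each kind had been noticed, and those noticed genes were left out of the lists.

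The genes called between Cyto-ID High and Cyto-ID Low were set against other splits of the 6 libraries. In each of the 4 gene tests, 1 of the 10 splits gave as many called genes, namely the real one, and the other 9 gave 0 in limma. Among the other splits that also part all 3 pairs, the replicate-block fit gave 0 as well. With 10 splits the share cannot go under 0.1, and each other split mixes both groups, so the splits cannot exclude chance whatever they show. For single genes limma's adjusted p bears on chance instead. For Mt3 over all cells it was 0.0026, at most 0.040 with a library left out, 0.060 with a pseudocount of 0.1 CPM and 0.10 with no filter on low values.

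Depth differed within pairs, with the Cyto-ID High library deeper in pair F2 and shallower in pairs M3 and F6. Of the 200 genes most changed in pairs M3 and F6, 99% had the same sign in pair F2, against 83.5% of the 4526 genes that agreed in sign between M3 and F6. This argues against depth as the whole source of the differences. A different mix of the named classes alone is also argued against. The 200 most changed genes over all cells had a median change of 1.06 there and 1.12 within basal-like cells (189 genes found). That was 105.8% of the all-cell value. A different mix of clusters within the basal-like class could give the same values, so it stays open. The cluster led by Igfbp2, Adh7 and Mt3 made up 4.03% of Cyto-ID Low and 13.7% of Cyto-ID High libraries. For free RNA, Krt13 and Krt4 in basal-like cells were at 5.58% and 2.29% of their highest level in any other cluster. The rise of 23 of the 29 genes called in basal-like cells, 79.3%, was a larger share than that of the gene's own highest level, which argues against free RNA from outside the class as the source of most of them. With the replicate block it was 86 of 97 genes, 88.7%. Free RNA stays open for the remaining genes, for the other classes and for the phase calls. The sorted state of the founding cells stays open and was not tested apart from these.

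The direction of several changes was shared over clusters. Among 28 comparisons of a cluster within a pair, in 10 clusters, Mt4, Krtdap and Gstm1 were higher in Cyto-ID High in 28, Igfbp2 and Gsta1 in 25 and Nqo1 in 24, while Sprr2f was lower in 24 and Psca in 22. All 6 exceptions for Psca were in pair M3, where it was higher in 6 of 9 clusters, and all 3 for Gsta1 were in pair F2. All 3 for Igfbp2 were in basal-like clusters, those led by Tmem176b (pair F2) and by U90926 (pairs F2 and M3). Its other log2 changes in those clusters were 0.14, 0.58 and 0.03. These genes were chosen after their values were seen. Free RNA was not bounded outside basal-like cells, and Mt4, Krtdap, Gsta1, Gstm1 and Igfbp2 are leading genes of clusters that were larger in Cyto-ID High in each pair. Sprr2f and Psca are leading genes of the superficial-like cluster, whose share was higher in Cyto-ID High in pair M3 alone. Free RNA therefore stays open as a source of these changes outside basal-like cells. Within basal-like cells its bound covered only genes called higher, so it stays open there for the lower Sprr2f and Psca. Tests of whether the change differs between classes called 0 genes in each of 3 comparisons in limma. Without the block, 581 genes had an unadjusted p under 0.05 for proliferating-like against basal-like cells, 1268 for suprabasal-like against basal-like and 941 for suprabasal-like against proliferating-like. With the block these numbers were 657, 1481 and 1097, again with 0 called. The differing counts of called genes between classes are therefore not shown to reflect different responses.

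With clusters drawn without the genes that differed, a basal-like cluster led by Igfbp2, Mt3 and Mt4 made up 3.26% ± 0.567 of Cyto-ID Low libraries (2.74% to 3.86%) and 13.5% ± 0.431 of Cyto-ID High libraries (13.1% to 13.9%; SD, n = 3; exact permutation test, p = 0.10, the smallest possible). A suprabasal-like cluster led by Calm4, Sprr1b, Slpi and Krtdap made up 1.89% ± 0.896 and 9.23% ± 2.05 (SD, n = 3; exact permutation test, p = 0.10). In the same clustering the largest basal-like cluster fell from 29.1% to 22.02% and a suprabasal-like cluster led by Il33 from 14.2% to 8.06%, each with an exact permutation p of 0.10. Class shares thus hid opposite changes of clusters within the basal-like and suprabasal-like classes. In pair F2, where the Cyto-ID High library was the deeper one, the Igfbp2, Mt3 and Mt4 cluster was larger by 10.74 percentage points, which argues against depth. Genes that correlate with the removed ones still shape these clusters, and a lasting state of the founding cells stays open as a hypothesis that was not tested.

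Higher Nqo1, Gsta1, Gsta2, Gstm1, Adh7, Cbr3 and Ptgr1 in Cyto-ID High prompted the hypothesis that NRF2 targets rise as a set. Over all cells the prediction was not met, since the other 18 targets had a mean log2 fold change of 0.114 (camera with the replicate block, adjusted p = 0.207 over 4 lists; 9 of 18 higher). In basal-like cells 17 targets had a mean of 0.25 (15 higher, adjusted p = 0.00522, 3 of 3 pairs), and in proliferating-like cells 18 had 0.187 (15 higher, adjusted p = 0.0221, 3 of 3 pairs). In suprabasal-like cells 18 had 0.154 (12 higher, adjusted p = 0.348). In all, basal-like, proliferating-like and suprabasal-like cells the adjusted p was 0.326, 0.0171, 0.0313 and 0.0782 under fry and 0.332, 0.12, 0.244 and 0.464 with an estimated correlation. The hypothesis stays open. Reads shared within the glutathione S-transferase family were not resolved.

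Higher Phgdh, Psat1, Psph and Asns prompted the hypothesis that targets of ATF4, a regulator of amino acid stress genes, rise as a set. The other 22 targets had a mean log2 fold change of 0.326 over all cells (16 higher, camera with the replicate block, adjusted p = 0.000453, 3 of 3 pairs), 0.362 in basal-like cells (18 higher, adjusted p = 0.000557), 0.347 in proliferating-like cells (15 higher, adjusted p = 0.015) and 0.395 in suprabasal-like cells (17 higher, adjusted p = 0.00137). In the same order the adjusted p was 0.0422, 0.012, 0.127 and 0.0782 under fry and 0.122, 0.12, 0.256 and 0.337 with an estimated correlation. The values are consistent with a modest rise of ATF4 targets in organoids of Cyto-ID High founders, with no test of ATF4 itself.

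Lower Ifit1bl1, Ifit3 and Isg15 prompted the hypothesis that interferon genes fall as a set. The other 16 had a mean of -0.516 over all cells (1 higher, camera with the replicate block, adjusted p = 2.34e-06, lower in 3 of 3 pairs), with an adjusted p of 0.0617 under fry and 0.122 with an estimated correlation. In basal-like cells the mean was -0.148 (14 genes, adjusted p = 0.127). Ifit1bl1 was a leading gene of the superficial-like cluster, whose share was lower in 2 of 3 pairs. The unnamed cluster led by Ifit3b, Ifit1bl1 and Ifit3 had a lower share in 3 of 3 pairs. It made up 1.58% ± 1.45 of Cyto-ID Low and 1.00% ± 1.56 of Cyto-ID High libraries (SD, n = 3). The mix of clusters and classes may therefore contribute to the all-cell mean. In suprabasal-like cells the mean was -0.553 (1 of 15 genes higher, adjusted p = 0.000174; 0.0782 under fry and 0.337 with an estimated correlation). In proliferating-like cells the mean was -0.232 but the median 0.0075, with 8 of 15 genes higher (adjusted p = 0.0863).

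Lower Car9 and Ero1l prompted the hypothesis that hypoxia genes fall as a set. The other 19 had a mean of -0.198 over all cells (3 higher, camera with the replicate block, adjusted p = 0.0195, lower in 3 of 3 pairs), -0.262 in basal-like cells (3 higher, adjusted p = 0.00139), -0.176 in proliferating-like cells (5 higher, adjusted p = 0.0221, but 0.0548 and so not past the threshold without the block) and -0.0422 in suprabasal-like cells (10 higher, adjusted p = 0.679). In the same order the adjusted p was 0.0617, 0.0171, 0.0313 and 0.711 under fry and 0.157, 0.12, 0.244 and 0.732 with an estimated correlation. Whether classes differ in this change was not tested for the list. Smaller or less dense organoids may also lower hypoxia genes, and organoid size was not analysed here.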
